A study of Mus musculus with 18 samples.

How the data were processed

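The series measured microRNA (miRNA) targets in thymocytes of 6-week-old mice by miR-eCLIP. In this assay, UV light of 254 nm crosslinks RNA to Argonaute 2 (Ago2), the protein that carries miRNAs, Ago2 is immunoprecipitated (IP), and a miRNA is ligated to the RNA fragment held by the same protein. The sequenced chimeric read then names the miRNA and places its target in the genome. The 18 samples fell into 6 groups of 3: an Ago2 IP, an Ago2 IP followed by an enrichment for miR-181, and inputs, each from wild-type mice and from mice lacking the Mir181a-1 and Mir181b-1 genes (here, the knockout). The 6 input samples were not analysed here. The other 12 libraries had 24 files, 1 for each library and strand.

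Libraries were made by a company from crosslinked cells and sequenced as paired 150-nt reads, per the labels' protocols. The aligner, the miRNA annotation, the genome build, any filter on reads and any removal of PCR duplicates are not given in the sources used here. The deposited files list read counts: each line is a count of 1 chimeric read at a position 1 nt wide, with the name of its miRNA and its strand. No value was scaled, and replicates were not pooled. Lines with the same position, strand and miRNA occur within a library, and made up between 3.24% and 34.1% of its reads. All lines were used, and counting such repeats once was an alternative.

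Libraries held between 6832 and 293149 chimeric reads, so that 3 reads, the floor used where none were seen, corresponded to 0.0439% and 0.00102% of a library. Intervals for shares are 95% Wilson intervals, or exact ones where named, and like the floors they cover counting error only, since repeated reads need not be independent molecules.

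Because the positions are 1 nt wide, the planned rule of merging intervals that overlap could only join identical positions. Reads of the 12 libraries on the same strand were instead joined into a cluster where neighbouring positions lay at most 20 nt apart. This gave 462562 clusters from 1190995 reads, of which 359083 held 1 read and 10812 held 10 or more. Single positions, 50-nt joining, 100-nt bins and gene spans were alternatives. Gene names came from a RefSeq gene table of assembly GRCm38.p6, which holds gene spans without exons or strands, so that names and counts over gene spans ignore strand. In 3815 protein-coding genes with at least 50 reads, the median share of reads on the more frequent strand was 100% (lowest 10% of genes, 96.4% or less). No file header or label names the build. Of 808355 distinct positions, 92.2% lay inside protein-coding spans of that table, against 45.5% and 46.5% after shifts of 1000000 nt to either side. The table was used for names and neighbours only, and 93.4% of clusters received a name. Coordinates are printed 1-based from the files. A miRNA hairpin took precedence in naming, then a single protein-coding span, then any single span. Exon, intron and UTR classes and seed matches need an annotation or a genome sequence and were not analysed here.

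Groups and replicates followed the labels. Totals (log2) and shares of reads were compared by exact two-sided permutation tests over 3 against 3 libraries, for which the smallest possible p is 0.1, with Benjamini-Hochberg adjustment over 8 tests. Counts per cluster and per miRNA were compared with edgeR 4.0.16 (quasi-likelihood F test, TMM factors, filterByExpr with a minimum count of 10) in R 4.3.3, at an adjusted p of at most 0.05. Each pairwise fit used only the libraries of its groups. The difference of the enrichment between genotypes was fitted over all 12 libraries with 1 shared spread. A list of 14 published miR-181 targets was tested over gene spans with camera from limma 3.58.1 (inter-gene correlation 0.01). The values of 1 gene of the list are not reported. DESeq2 1.42.0 was an alternative, and Python 3.11.15 with scipy 1.17.1 served the other tests. In 1 alternative fit, over 142717 features without a filter, edgeR's older dispersion method had to be used.

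Named items were chosen by a rule fixed before the data were examined, as were the main tests, the target list and most alternatives. Many further tests were chosen after results were seen, as stated where they are given. For each comparison of clusters the rule takes the 5 of smallest p in each direction with an adjusted p of at most 0.05, an absolute log2 fold change of at least 1 and no overlap between the groups. It adds the 10 most abundant reproducible clusters of the wild-type enriched libraries, the target list, the miR-181 family, the 5 most abundant other miRNAs and the deleted locus. For the difference of enrichments, overlap was judged on ratios of libraries with the same number, which do not mark shared animals. Where a group had no reads, a fold is given as a lower bound against 3 reads per library. Where it had 1 to 3 reads, a ratio of pooled reads with its exact 95% counting interval is given, for the difference of enrichments within the knockout.

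The models were tested on simulated counts, with each feature's pooled share of reads, its spread and no group difference besides the simulated changes. For 4-fold changes they recovered 58.2% of changed clusters in the enriched knockout comparison (805 clusters), 92.9% in the Ago2 knockout comparison (251 clusters), 86.6% and 94.4% in the comparisons of enriched with Ago2 IP libraries of wild type (1200 clusters) and knockout (162 clusters), and 46.3% for the difference of enrichments (608 clusters). All 13 miRNAs changed 4-fold were recovered among 117. For 2-fold changes recovery was 16.4%, 60.7%, 37.3%, 27.8%, 5.97% and 84.6% in the same order. Of unchanged features, 8 of 605, 3 of 168, 9 of 1000, 2 of 108, 7 of 408 and 2 of 78 were called. The make-up of the real groups differs, so these simulations do not test calls that depend on scaling.

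Replicates were compared before averaging, by a chi-square test over clusters. Of the 12 replicate pairs, only knockout enriched libraries 2 and 3 showed no difference (chi-square p = 0.133 over 55 clusters). After this was seen, 12 versions of the test were run on each pair of that group, over genes, miRNAs, clusters and chromosomes with minimums of 5, 10 and 20 reads. For libraries 2 and 3, p ranged from 0.0075 to 0.234 and was under 0.05 in 3 of the 12. It was under 0.05 in 12 of 12 versions for libraries 1 and 2, and in 9 of 12 for libraries 1 and 3. These tests therefore did not settle the question. The share of distinct reads of library 3 that library 2 also held was 4.93%, below each of 200 random divisions of library 2 into a part as deep as library 3 and its remainder (5.57% to 6.60%). Libraries 1 and 2 and libraries 1 and 3 also lay below their divisions, at 4.18% (lowest 4.31%) and 4.00% (lowest 4.11%). In the other 3 groups all 9 pairs shared more than 1 such division of their larger library did (wild-type enriched libraries 2 and 3, 12.6% against 10.6%), so a share above the divisions does not mark a duplicate. A share below them argues against 2 draws from 1 pool of reads, since library 2 as a whole is deeper than the remainder it was compared with. On this basis the 3 libraries were kept apart, which the chi-square tests leave open. Results with both taken as 1 sample are given as an alternative. Libraries from the same animal could not be excluded.

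Alternatives were library sizes without TMM, DESeq2, no filter, repeated reads counted once, other features, leaving out each library, the replicate number as a block, thinning to the smallest library, and nuclear chromosomes only. Alternatives chosen after the data were seen were single positions and gene spans as features, 50-nt joining, reads outside hairpins, chimeras of miR-181 or of other miRNAs alone, and knockout enriched libraries 2 and 3 as 1 sample.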

Results

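Chimeric reads of a miRNA with its target were counted in 12 miR-eCLIP libraries of mouse thymocytes, 3 in each of 4 groups. Wild-type and knockout mice, the latter lacking Mir181a-1 and Mir181b-1, were each assayed by an Ago2 IP and by an Ago2 IP with a further enrichment for miR-181. The comparisons ask which miRNA-target contacts are lost without this miRNA cluster, and what the enrichment adds.

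Wild-type Ago2 IP libraries held 117849, 69074 and 43983 chimeric reads, and knockout Ago2 IP libraries 60789, 67639 and 52100. Wild-type enriched libraries held 293149, 253502 and 194628 reads, and knockout enriched libraries 12186, 19264 and 6832. The group means were 76969 ± 37561, 60176 ± 7788, 247093 ± 49572 and 12761 ± 6236 reads (SD, n = 3 each). Together the libraries named 374 miRNAs. Knockout enriched libraries 2 and 3 were not shown to differ in the first chi-square test over clusters (p = 0.133). After this was seen, 12 versions of the test were run, and 3 gave a p under 0.05. They shared fewer distinct reads than random parts of library 2 did, which argues against 1 pool of reads but does not show separate animals, and they were kept as separate samples. Averaged as 1 sample, they gave a group mean of 12617 ± 610 reads (SD, n = 2), whereas counts per cluster and per gene were summed where both were taken as 1 sample.

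Totals were compared on the log2 scale by exact two-sided permutation tests, in which 3 against 3 libraries cannot give a p below 0.1. In the Ago2 IP, knockout and wild-type totals differed by -0.25 (exact p = 0.7, adjusted p = 0.7 over 8 tests), within the spread of the libraries. After enrichment the knockout total was lower by -4.38 on the log2 scale without overlap of the groups (exact p = 0.1, adjusted p = 0.114). In wild type the enriched libraries held 3.43-fold more reads than the Ago2 IP libraries, and in the knockout 5.11-fold fewer, each without overlap (exact p = 0.1, adjusted p = 0.114). Counting identical reads once moved the wild-type log2 difference from 1.78 to 1.32, the largest change under any alternative that kept all libraries. The Ago2 IP difference turned positive, to 0.12, without wild-type library 1.

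**Figure D1:**
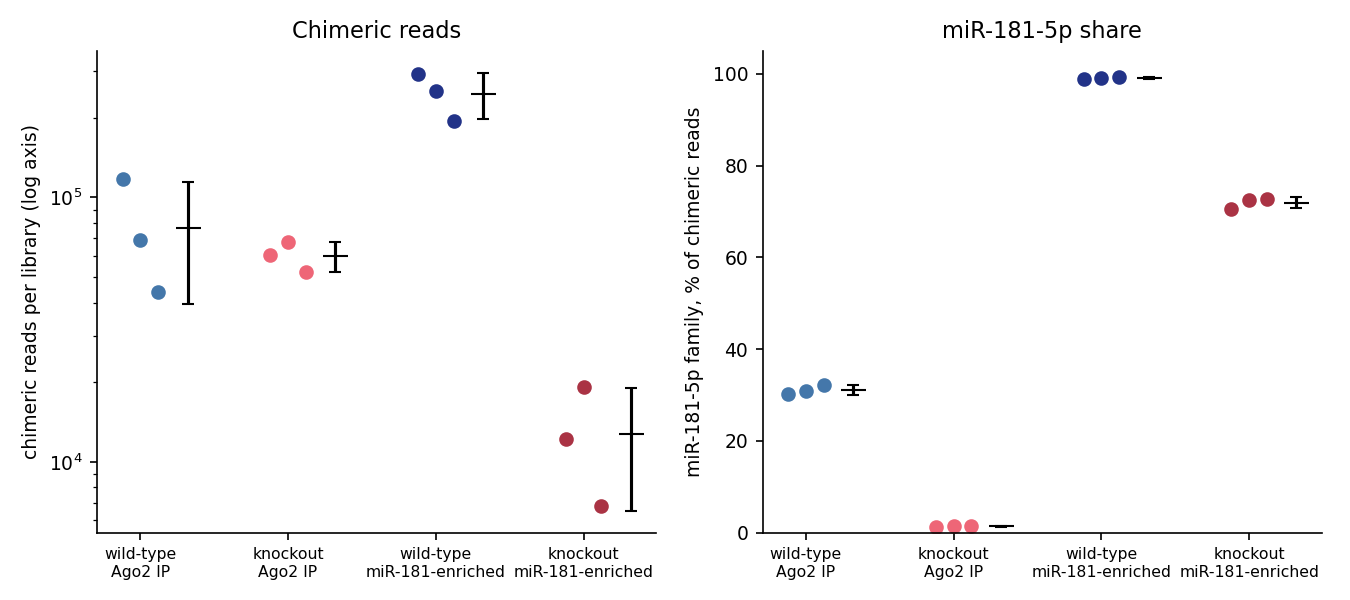
Chimeric reads per library (left, log axis) and the percentage of them with a miR-181-5p family name (right) in the 4 groups. Each point is a library, and the black bars give the mean and SD of 3 libraries. Knockout enriched libraries held between 6832 and 19264 reads, fewer than every other library.

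The deleted miRNAs check the genotype labels. The Mir181a-1 hairpin on chromosome 1 (plus strand, reads from 137966464 to 137966541) had 545, 379 and 363 reads in the wild-type Ago2 IP libraries and 30836, 23674 and 18798 in the enriched ones. The Mir181b-1 hairpin (137966648 to 137966683) had 237, 179 and 136 reads, and 8995, 6707 and 4915 reads. All 6 knockout libraries had 0 reads at both. Against a floor of 3 reads per library, Mir181a-1 reads per 1000000 chimeric reads (rpm) were at least 121-fold lower in the knockout Ago2 IP and at least 351-fold lower after enrichment. Mir181b-1 reads were at least 50.9-fold and at least 98.0-fold lower. Both hairpins took 12.6% ± 0.874 of reads in the wild-type enriched libraries and 0.869% ± 0.241 in the wild-type Ago2 IP (SD, n = 3). At Mir181a-1, 99.9% of reads carried the name miR-181a-5p, and 99.7% lay at 3 positions.

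The miR-181-5p family (a, b, c and d) made up 31.1% ± 1.09 of chimeric reads in the wild-type Ago2 IP and 1.38% ± 0.0595 in the knockout (SD, n = 3). After enrichment it made up 98.98% ± 0.207 in wild type and 71.9% ± 1.24 in the knockout, or 71.5% ± 1.52 (SD, n = 2) with knockout libraries 2 and 3 as 1 sample. Within a library, 95% Wilson intervals spanned at most 71.6% to 73.7%, in the smallest library. Each of the 4 comparisons of shares was without overlap (exact permutation p = 0.1, the smallest possible, adjusted p = 0.114). The knockout difference was -29.7 percentage points in the Ago2 IP and -27.1 after enrichment. With miR-181a-5p and b-5p alone, the latter was -51.2 points, and the rise with enrichment in the knockout was 46.0 points in place of 70.5. The odds of a miR-181 name rose 218-fold with enrichment in wild type and 183-fold in the knockout. These gains were 7.77 (SE 0.18) and 7.51 (SE 0.0625) on the log2 scale, a difference of 0.25. Exchanging genotype labels could not test it, since the difference between genotypes sets the spread of the relabelled values.

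miR-181a-5p made up 23.6% ± 0.870 of wild-type and 0.502% ± 0.0286 of knockout Ago2 IP reads, and 79.7% ± 1.36 and 32.7% ± 0.535 after enrichment (SD, n = 3). For miR-181b-5p these values were 6.98% ± 0.242, 0.282% ± 0.0154, 18.3% ± 1.53 and 14.1% ± 1.05. miR-181c-5p made up 0.249% ± 0.0270 and 0.306% ± 0.0133 of Ago2 IP reads, and 0.621% ± 0.00796 and 16.0% ± 0.275 of enriched reads. miR-181d-5p made up 0.255% ± 0.00801 and 0.293% ± 0.0234 of Ago2 IP reads, and 0.392% ± 0.0181 and 9.13% ± 0.376 of enriched reads. The most abundant other miRNA, miR-142a-3p, rose from 27.6% ± 0.744 to 39.6% ± 1.03 of Ago2 IP reads in the knockout. It was followed by miR-16-5p (4.05% and 5.56%), miR-20a-5p (3.15% and 4.29%), let-7a-5p (2.96% and 3.91%) and miR-17-5p (2.79% and 3.98%). Relative to the TMM reference these 5 were not called, with log2 fold changes from -0.15 (let-7a-5p) to -0.0312 (miR-142a-3p), and with library sizes alone they were higher, from 0.40 to 0.52.

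**Figure D2:**
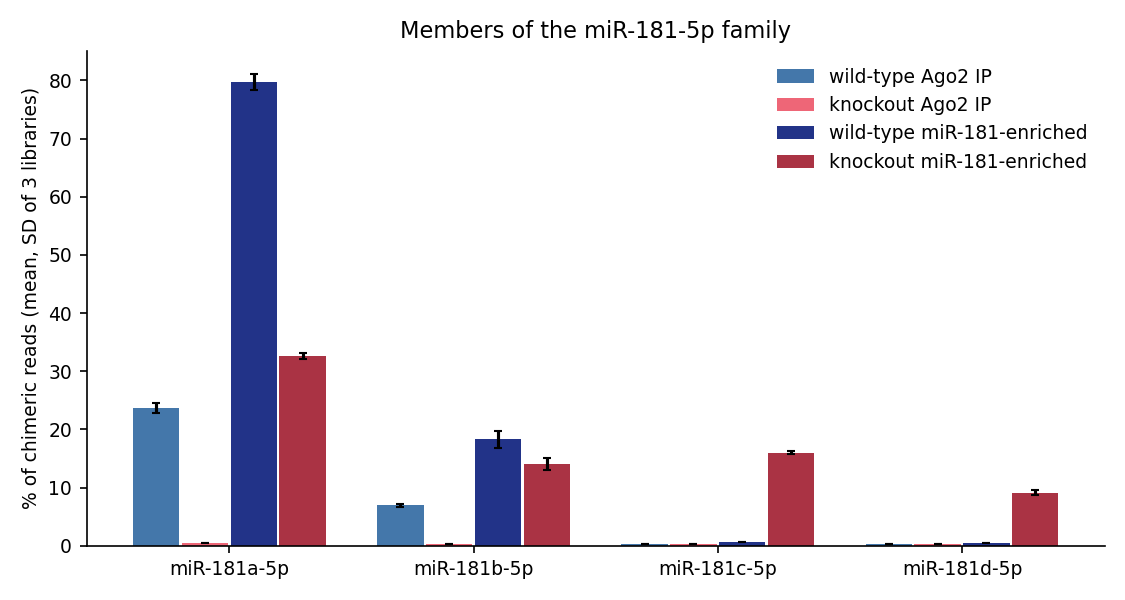
Percentage of chimeric reads with the name of each miR-181-5p family member. Bars give the mean and error bars the SD of 3 libraries in each of the 4 groups. miR-181a-5p fell from 23.6% to 0.502% in the Ago2 IP with the deletion, while miR-181c-5p rose from 0.621% to 16.0% of enriched reads.

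Among 117 miRNAs tested in the Ago2 IP, 10 differed between knockout and wild type (4 higher, 6 lower; 40 at an unadjusted p under 0.05; edgeR). The scaling moved this count most. With library sizes alone, 89 differed, 86 of them higher, and the median log2 fold change moved by 0.55. DESeq2 called 14, 6 of them higher. Without wild-type libraries 1 and 2 in turn, 2 and 6 were called, and without knockout library 2, 19. Relative to the TMM reference, miR-181a-5p changed by -6.11 on the log2 scale (SE 0.06, edgeR adjusted p = 1.05e-14) and miR-181b-5p by -5.17 (SE 0.06, adjusted p = 2.05e-14). miR-181d-5p changed by -0.35 (SE 0.09, adjusted p = 0.0364), and miR-181c-5p was not called. With library sizes alone, c and d turned positive (0.30 and 0.20). miR-181a-1-3p, the other arm of the deleted hairpin, had 50 reads in wild type and 0 in the knockout, at least 4.18-fold lower. The remaining 6 calls, which lie outside the naming rule and complete the 10, were miR-125b-5p (1.68), miR-466p-3p (0.66), miR-466a-3p (0.43), miR-191-5p (0.31), miR-150-5p (-0.36) and miR-342-3p (-0.70).

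Clusters with at least 3 reads in each of the 3 libraries of a group were called reproducible. There were 871 in the wild-type Ago2 IP, 809 in the knockout Ago2 IP, 4920 in the wild-type and 118 in the knockout enriched libraries. Thinned to 6832 reads per library, the counts were 34, 28, 74 and 73, so that at equal read totals the 2 enriched groups were close to each other and both above the Ago2 IP groups. Distinct reads were not matched, since repeats made up 27.9% to 34.1% of wild-type and 5.84% to 7.91% of knockout enriched reads before thinning. Without wild-type Ago2 IP library 3 there were 1695, and without knockout enriched library 3 there were 238. Of the 118 knockout enriched clusters, 115 (97.5%, Wilson interval 92.8% to 99.1%) were also reproducible in enriched wild type. Of the 871 in the wild-type Ago2 IP, 49.6% (46.3% to 52.9%) were reproducible in the knockout Ago2 IP and 64.6% (61.4% to 67.7%) in enriched wild type.

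The most abundant reproducible clusters of the enriched wild-type libraries were at Mir181a-1 (98405 ± 6097 rpm) and Mir181b-1 (27472 ± 2850; SD, n = 3). Next came a cluster within the Zfp185 span (X, 72994362 to 72994365, plus strand) with 5875 ± 3318 rpm. The others lay in Idh3g (X, 73779985 to 73780325, minus; 4703 ± 1435), Rn18s-rs5 (17, 39847399 to 39848064, plus; 4142 ± 589), outside any gene span (3, 5860329 to 5860721, plus; 4103 ± 492), and in Btg2 (1, 134076044 to 134076936, minus; 3550 ± 255). Cd4 (6, 124865882 to 124866288, minus; 3542 ± 587), Rpl21 (5, 146834830 to 146834853, plus; 3468 ± 295) and Smg6 (11, 74931458 to 74931642, plus; 3354 ± 225) completed the 10. Repeats of the same position and miRNA made up 99.8% of reads at Zfp185 and 97.4% at Rpl21, against 75.4% at Cd4.

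In the Ago2 IP, 91 of 251 tested clusters differed between knockout and wild type, 27 higher and 64 lower (109 at an unadjusted p under 0.05; edgeR). Without a filter 206 were called, with gene spans 152, with single positions 6, and with miR-181 chimeras alone 4 of 22. That last fit was scaled to miR-181 reads alone, which takes out their loss as a whole. Groups did not overlap in 50.2% of tested clusters, against the 10% that chance gives. The split depended on scaling, with 43 higher and 62 lower under library sizes alone, and 8 and 59 with DESeq2. The 64 lower clusters had a median of 86.7% miR-181 reads in wild type, and in 54 of them most reads were miR-181. None of the 27 higher clusters was mostly miR-181 in wild type. With chimeras of other miRNAs alone, 16 of 195 clusters were called.

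The lower clusters of smallest p, besides the hairpins, lay in Cd4, Tle5 and Ltb. The Cd4 cluster fell from 1454 ± 367 to 180.7 ± 67.2 rpm (SD, n = 3), a log2 fold change of -3.21 (SE 0.25, edgeR adjusted p = 1.42e-23). The Tle5 cluster (10, 81565727 to 81565999, plus) fell from 1307 ± 139 to 157 ± 39.0 (log2 fold change -3.16), and the Ltb cluster (17, 35196069 to 35196276, plus) from 763 ± 180.5 to 46.4 ± 49.5 (-4.08). Wild-type reads there were 91.5%, 85.8% and 95.8% miR-181. The higher cluster of smallest p lay on chromosome 1 outside any gene span (24612993 to 24613071, minus), with 1 wild-type and 75 knockout reads, a pooled ratio of 95.9 (exact counting interval 16.7 to 3839). The other 4 lay upstream of the deleted hairpins on the plus strand of chromosome 1. Between 137965027 and 137965308, reads rose from 173 ± 12.1 to 760 ± 114 rpm (log2 fold change 1.97, adjusted p = 1.75e-09). Clusters in Gm4258 at 137958043 to 137958113, 137952017 to 137952191 and 137955709 to 137955935 had log2 fold changes of 3.18, 2.02 and 2.01.

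After enrichment, 132 of 805 tested clusters differed between the genotypes, 62 higher and 70 lower (251 at an unadjusted p under 0.05; edgeR). Without a filter 1093 of 260266 were called, and with libraries thinned to 6832 reads 12 of 31. Leaving out wild-type libraries 1, 2 and 3 in turn gave 63, 57 and 67 calls, with 107 to 112 clusters tested, and leaving out knockout library 1 gave 83. Groups did not overlap in 40.0% of tested clusters, against 10% by chance at equal depth. Unequal depth can separate groups more often where knockout reads are few, so 10% is only a guide here. The split was 75 higher and 55 lower with library sizes alone, and 58 and 42 with DESeq2. Counting knockout libraries 2 and 3 as 1 sample gave 145 calls.

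Among lower clusters, besides the 2 hairpins, Zfp185 had 4665 wild-type reads and 1 knockout read, a pooled ratio of 241 (exact counting interval 43.2 to 9518). The Rpl21 cluster fell from 3468 ± 295 to 229 ± 127 rpm (log2 fold change -4.01, SE 0.35, edgeR adjusted p = 1.41e-12), and the Hspa8 cluster (9, 40804739 to 40804772, plus) from 3162 ± 342 to 642 ± 158 (-2.45; adjusted p = 4.15e-09). With identical reads counted once both turned positive, to 0.42 and 1.49, but their wild-type reads lay on 13 and 14 positions, which limits distinct reads, so that this does not show the direction. Among higher clusters were the hairpins of the intact second locus on chromosome 2. Mir181a-2 (38852737 to 38852768, plus) rose from 736 ± 90.6 to 18865 ± 3396 rpm (log2 fold change 4.52, SE 0.21, adjusted p = 2.45e-22), with 548 wild-type and 742 knockout reads. Mir181b-2 (38853843 to 38853877) rose from 81.5 ± 26.7 to 1349 ± 352 (3.90), with 63 and 53 reads. Mir18 (14, 115043885 to 115043887, plus; 5.90), Gm4258 (1, 137959567 to 137959823, plus; 2.55) and a cluster outside gene spans (17, 39842991 to 39843013, plus; 4.42) were also higher. These are shares of smaller libraries, since the knockout held 19.4-fold fewer reads in all.

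Across 137 clusters tested in both kinds of library, knockout effects in the Ago2 IP and after enrichment correlated (Spearman's rho = 0.716, Pearson's r = 0.734). Pearson's r included the 2 deleted hairpins, whose fitted values depend on the prior count, and was 0.60 over the other 135 clusters (rho = 0.703). Clusters are not independent replicates, and the libraries of the comparisons were separate. Enriched libraries held 98.98% miR-181 reads in wild type and 71.9% in the knockout, which raises clusters of other miRNAs in the knockout. The correlation may thus in part separate clusters of miR-181 from those of other miRNAs. It was not computed within either kind of cluster. Of 26 clusters called in both, 23 changed in the same direction. Of the 62 called lower in the Ago2 IP, 15 were also called lower after enrichment and 3 higher. The others were not called, and the clusters at Cd4, Idh3g and Smg6 had log2 fold changes of 0.20, 0.54 and 0.48 after enrichment. These values are relative to scaled library totals, which were mostly miR-181 in both genotypes. Reads at the 3 clusters fell from 2672 to 170, from 3611 to 293 and from 2506 to 195. The fold changes therefore do not show that these contacts were kept in the knockout.

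**Figure D3:**
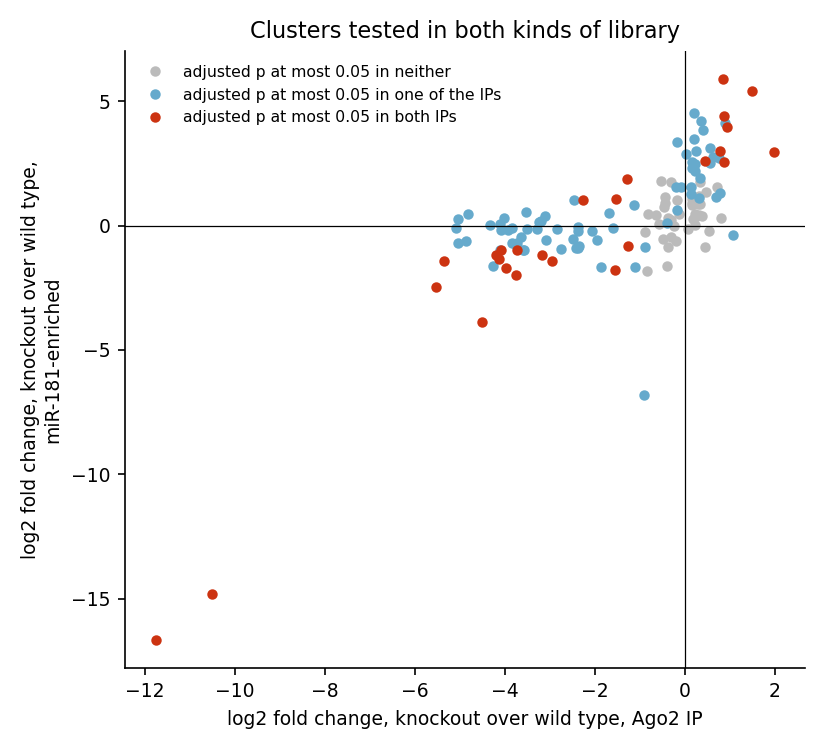
Log2 fold change of knockout over wild type in the Ago2 IP (x axis) and after miR-181 enrichment (y axis) for 137 clusters tested in both. Points are clusters, coloured by whether the edgeR adjusted p was at most 0.05 in neither, one or both. Of the 26 called in both, 23 had the same sign. The 2 points at the lower left are the deleted hairpins, which had no knockout reads.

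Enrichment was compared with the Ago2 IP within each genotype. In wild type, 676 of 1200 tested clusters differed, 360 higher and 316 lower (732 at an unadjusted p under 0.05; edgeR). Groups did not overlap in 77.0% of tested clusters, against 10% by chance at equal depth. Without a filter 2091 were called, and with chimeras of other miRNAs alone 19 of 41. With library sizes alone 911 were called, 655 of them higher and 256 lower, and with DESeq2 242 higher and 309 lower. The clusters of smallest p that rose were at Rpl21 (log2 fold change 3.85), Mir181a-1 (3.27), Rbmx (X, 57391407 to 57391490, minus; 4.69), Mir181b-1 (2.67) and Nop58 (1, 59704256 to 59704284, plus; 4.33). Counted once, Rpl21 and Mir181b-1 turned to -0.0921 and -0.62, with the same limit, since their enriched reads lay on 13 and 23 positions. Those that fell were at Xiap (X, 42105995 to 42106178, plus; -5.69), mitochondrial ND4 (11277 to 11493, plus; -5.14) and ND1 (3364 to 3630, plus; -4.05), Prps1 (X, 140464155, plus; -6.56) and Aff3 (1, 38526720 to 38526948, minus; -5.33). In the Ago2 IP these 5 held at most 2.95% miR-181 reads.

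In the knockout, 144 of 162 tested clusters differed between enriched and Ago2 IP libraries, 80 higher and 64 lower (144 at an unadjusted p under 0.05; edgeR). Groups did not overlap in 79.0%, against 10% by chance at equal depth. Library sizes alone gave 96 higher and 33 lower. Without knockout Ago2 IP libraries 1, 2 and 3 in turn, 87, 82 and 84 were called. The clusters of smallest p that rose were at Idh3g (46.4 ± 26.3 to 7586 ± 592 rpm; log2 fold change 5.94), Mir181a-2 (4.80) and Pik3r1 (13, 101702710 to 101702839, minus; 5.20). The 2 Smg6 clusters had 2 and 1 Ago2 IP reads against 195 and 95 enriched reads, pooled ratios of 460 (exact counting interval 126 to 3823) and 448 (78.5 to 17879). The second lay at 74930384 to 74930745. Those of smallest p that fell were at ND4 (-3.58), Rag1 (2, 101640011 to 101640672, minus; -3.81), Actb (5, 142904342 to 142904794, minus; -2.85), Malat1 (19, 5797078 to 5797704, minus; -2.92) and Xiap (-2.85).

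The difference between these enrichments, wild type minus knockout, was called in 326 of 608 tested clusters, 1 higher and 325 lower (370 at an unadjusted p under 0.05; edgeR). The median over all tested clusters was -2.67, so calls are not relative to an unchanged majority. DESeq2 called 58, 18 higher and 40 lower, of which 43 were among the 326, and 18 of the 326 changed sign. Its median was -0.79. Library sizes alone called 254, of which 253 were among the 326 and 0 changed sign. With chimeras of other miRNAs alone, 0 of 65 were called by edgeR (4 at an unadjusted p under 0.05). The count ranged from 88 without knockout enriched library 1 to 377 without wild-type Ago2 IP library 3. The lower clusters of smallest p were Mir181a-2 (-4.80), Cd4 (-3.86), Idh3g (-4.54), the first Smg6 cluster and Mir18 (-5.47). The higher one was Rpl13a (7, 45126584 to 45126625, minus; edgeR adjusted p = 0.0326). The Smg6 cluster had 2 knockout Ago2 IP reads, and its ratio in the knockout is given above. The Rpl13a cluster had 2 knockout enriched and 11 knockout Ago2 IP reads, a pooled ratio of 0.857 (exact counting interval 0.0923 to 3.93).

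A list of 14 genes published as miR-181 targets was tested over gene spans. After enrichment, the 8 genes with enough reads had a median log2 fold change of -0.68 in the knockout (camera at an inter-gene correlation of 0.01, p = 0.0769). Atm, Cd69 and S1pr1 had 3, 2 and 2 knockout reads, and the median depended in part on Atm. With fry p was 0.00313, and with an estimated correlation 0.141, so that of these 3 tests only fry passed 0.05. In the Ago2 IP, 7 genes had a median of -0.18 (camera p = 0.233, fry 0.103, estimated correlation 0.484). S1pr1 did not pass the count filter there, although it fell from 169 ± 48.1 to 45.9 ± 30.2 rpm (SD, n = 3), with 42 and 8 reads. Of the other genes left out, Dusp6 also had a lower knockout mean. Ptpn11, Prkcd, Klf6, Trib2 and Nrarp had higher ones, all on few reads. In wild type, enriched against Ago2 IP, 9 genes had a median of 0.02 and a mean of -0.05, which differ in sign (camera at the same correlation, p = 0.631). Adjusted over the list alone, 1, 1 and 3 genes were called, the same numbers as over all genes. Bcl2 changed by -2.11 after enrichment (SE 0.44, edgeR adjusted p = 0.00195), from 544 ± 45.4 to 145 ± 62.8 rpm with 399 and 6 reads, but not in the Ago2 IP (-0.09, adjusted p = 0.844). The difference between these changes was not tested. Dusp5 changed by -1.17 in the Ago2 IP (SE 0.28, adjusted p = 0.00332), from 403 ± 14.8 to 186 ± 80.0 rpm. In wild type, enrichment changed Dusp5 by 0.92, Ptpn22 by -0.90 and Tcra by -0.48. The main miR-181 cluster of Dusp5 lay on chromosome 19 (53537449 to 53537592, plus) and held 388 of its 437 miR-181 reads in enriched wild type. Those of S1pr1 (3, 115710588 to 115710791, minus), Cd69 (6, 129267813 to 129268081, minus), Bcl2 (1, 106710502 to 106710598, minus) and Atm (9, 53500706 to 53500798, minus) held 68, 45, 42 and 36 reads. In Tcra, Dusp6, Klf6, Ptpn11, Ptpn22, Prkcd, Trib2 and Nrarp the main cluster held 18, 14, 12, 11, 8, 5, 5 and 1 reads.

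Around the deleted hairpins, chimeras of other miRNAs on the plus strand were compared between the Ago2 IP groups as a share of all chimeras of other miRNAs. From 137898594 to 138009726, hairpins left out, they rose from 3742 ± 404 to 10346 ± 371 rpm of these (SD, n = 3), 2.76-fold (exact permutation p = 0.1, the smallest possible). The Gm4258 span rose 2.15-fold. The stretch between the hairpins and Gm34353 rose 6.83-fold, and the Gm34353 span from 3 to 77 reads, a pooled ratio of 23.0 (exact counting interval 7.60 to 114). This region was chosen after the clusters above were seen.

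**Figure D4:**
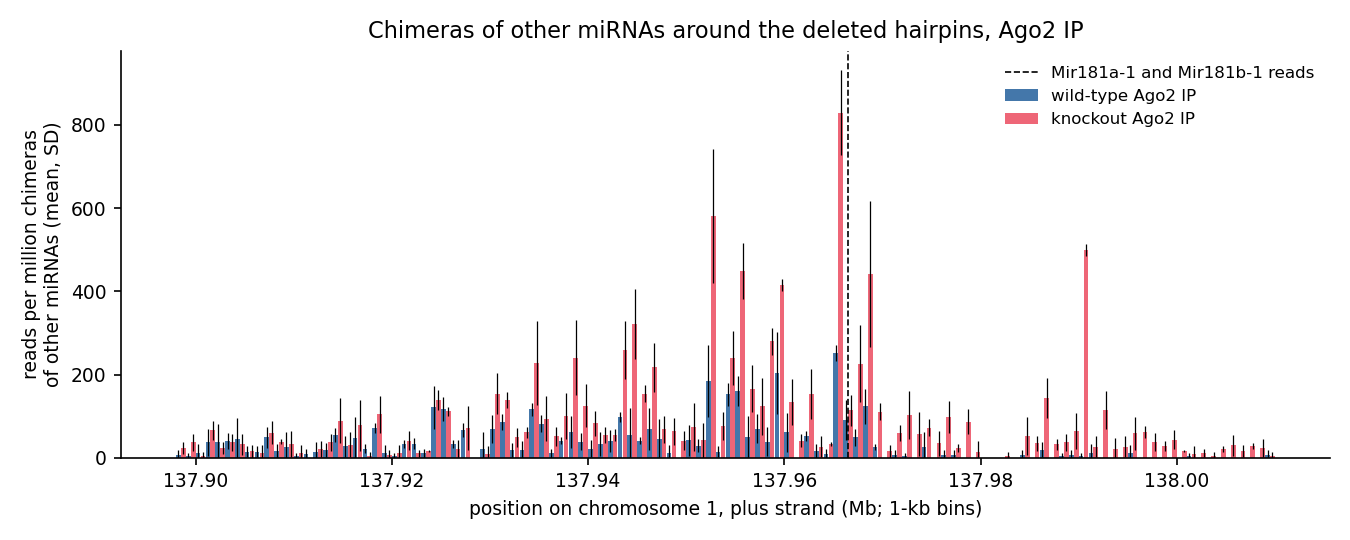
Chimeras of miRNAs other than miR-181 along the plus strand of chromosome 1 in 1-kb bins, in the wild-type and knockout Ago2 IP. Bars give the mean and error bars the SD of 3 libraries, as reads per 1000000 chimeras of other miRNAs, and the dashed line marks the deleted hairpins. The region as a whole rose from 3742 to 10346 rpm of these.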

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

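All tests in this part except those named in the design were chosen after the results were seen. The difference of enrichments was planned; the tests of its explanations, and the test on totals, were not.

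Enrichment changed the number of chimeric reads in opposite directions in the 2 genotypes. Every wild-type enriched library held more reads than every wild-type Ago2 IP library (lowest 194628 against highest 117849), and every knockout enriched library fewer than every knockout Ago2 IP library (highest 19264 against lowest 52100). The difference was 4.13 on the log2 scale. Relabelling genotypes gave an exact p = 0.07, but the 28 of 400 relabellings that reached this value were among the 40 that kept the enriched groups whole. The Ago2 IP totals, which hardly differed, thus set this p, and the test decides little. A lower sequencing depth or yield of the knockout enriched libraries would lower all miRNAs alike. Instead, miR-181c-5p and d-5p reads were 0.775 times as many in wild type as in the knockout, while all reads together were 19.4 times as many and miR-181a-5p and b-5p reads 40.6 times. Reads of other miRNAs were 0.723 times as many. The tables therefore argue against a uniform lower yield. A loss of the miRNAs that the enrichment selects may account for the lower totals, which stays a hypothesis. Read numbers before the search for chimeras were not analysed here.

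The enrichment of clusters also differed between genotypes, in 326 clusters, 325 of them lower in wild type. A chance division of all 12 libraries can be excluded as the source of so many calls, since 2 of 100 splits gave as many, the real one included. The highest other split gave 418 calls, and it exchanged the genotypes of the enriched libraries only, so it keeps a genotype difference within it. Splits that kept the genotypes of the Ago2 IP libraries but mixed those of the enriched ones gave up to 292 calls, so the number of calls alone does not show a difference among the enriched libraries. A candidate explanation is scaling between libraries of different make-up. With DESeq2 size factors 31.0% of calls were higher, against 0.307% with TMM. DESeq2 moved the median of the tested clusters by 1.88 on the log2 scale, from -2.67 to -0.79. A larger share of higher calls follows from such a shift, so this share does not test the explanation. With library sizes alone, 253 of 254 calls were among the 326 and 0 changed sign, and the median was -2.20. With DESeq2, which called 58 clusters, 18 of the 326 changed sign. The median was thus negative under each scaling, while its size and the number of calls depended on the scaling. The read totals of the knockout enriched libraries were not the whole cause, since 12 of 34 clusters were still called at equal totals, all lower. Distinct reads were not matched there, and their number stays open as a cause. A further candidate is the share of miR-181 chimeras with which a cluster starts, since the knockout begins from few of them and has more to gain. Without miR-181 chimeras, 0 of 65 clusters were called (4 at an unadjusted p under 0.05, edgeR), but 65 clusters are fewer than the 608 tested with all chimeras. That fit was also scaled to reads of other miRNAs alone, which takes out the change of make-up. It therefore cannot tell the starting share from scaling. The make-up of the libraries itself lowers the difference of enrichments. With enrichment the miR-181 share rose from 31.1% to 98.98% in wild type and from 1.38% to 71.9% in the knockout. miR-142a-3p fell from 27.6% to 0.402% and from 39.6% to 9.85%. Relative to library size, both kinds of reads therefore gained less or lost more in wild type. The odds of a miR-181 name rose by 7.77 and 7.51 on the log2 scale. Genotype beyond this make-up, at single clusters, stays open and was not tested.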

How the results depend on the processing

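Alternatives with single positions, gene spans, 50-nt joining, hairpins left out, chimeras of miR-181 or of other miRNAs alone, and knockout enriched libraries 2 and 3 as 1 sample were added after the data were seen. The others were planned.

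All 38 alternatives for the 4 share results kept their direction and p side, as did 33 of 34 for the 4 totals. Without wild-type Ago2 IP library 1, the Ago2 IP difference in totals became 0.12 (exact permutation p = 0.8). Leaving out 1 library at a time, totals ranged from -0.59 to 0.12 (knockout against wild type, Ago2 IP), -4.74 to -3.99 (enriched), 1.43 to 2.14 (enriched against Ago2 IP, wild type) and -2.71 to -1.97 (knockout). Shares ranged from -30.2 to -29.1, -27.5 to -26.4, 67.4 to 68.5 and 70.1 to 71.2 percentage points. At this size p cannot go below 0.1, so these tests say little about stability.

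Of 114 alternatives for the 6 counts of calls, 59 stayed within 1.5 times. After enrichment (132 calls, knockout against wild type), no filter gave 1093, thinning 12 of 31, single positions 74, miR-181 chimeras 80 and other chimeras 3 of 6. In the Ago2 IP (91), no filter gave 206, 100-nt bins 59, single positions 6, gene spans 152, miR-181 chimeras 4 and other chimeras 16. For enriched against Ago2 IP in wild type (676), no filter gave 2091, reads counted once 435, thinning 108, single positions 138, gene spans 1083, miR-181 chimeras 219 and other chimeras 19. In the knockout (144), no filter gave 333, single positions 22, miR-181 chimeras 1 and other chimeras 27. For the difference of enrichments (326), DESeq2 gave 58, no filter 2, reads counted once 197, thinning 12, separate fits 94, single positions 49, gene spans 43, hairpins left out 131, knockout libraries 2 and 3 as 1 sample 167, miR-181 chimeras 20 and other chimeras 0 (4 at an unadjusted p under 0.05, edgeR). For miRNAs (10), library sizes gave 89 and no filter 22. Thinning, unfiltered fits and subsets of chimeras change the number of features tested or their reads, and subsets are scaled to their own totals. For the others the cause was not tested.

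Leaving out 1 library, calls ranged from 57 to 152 after enrichment, 76 to 127 in the Ago2 IP, 698 to 770 in wild type, 82 to 182 in the knockout, 88 to 377 for the difference of enrichments and 2 to 19 for miRNAs. Each wild-type enriched library (63, 57 and 67) and knockout enriched library 1 (83) moved the first count by over 1.5 times, and each knockout Ago2 IP library (87, 82 and 84) that of the knockout. For the difference of enrichments, only leaving out wild-type Ago2 IP library 3 and knockout Ago2 IP libraries 1 and 3 stayed within 1.5 times (377, 342 and 340).

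Reproducible clusters (871, 809, 4920 and 118 in wild-type Ago2 IP, knockout Ago2 IP, wild-type and knockout enriched libraries) became 129, 135, 1413 and 27 at 10 or more reads, 4339, 3597, 15757 and 626 at 1 or more, 34, 28, 74 and 73 after thinning, and 81, 93, 2119 and 22 as single positions. With knockout libraries 2 and 3 as 1 sample, the last was 272. Leaving out 1 library gave 926 to 1695, 1005 to 1135, 5591 to 6852 and 130 to 238, partly because fewer libraries must hold the reads.

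For the target list, 21 of 33 alternatives kept direction and p side. After enrichment the median of -0.68 passed 0.05 with fry, and the median of -0.73 did so with knockout libraries 2 and 3 as 1 sample (camera at an inter-gene correlation of 0.01, p = 0.0341). By the same test and correlation it did so without knockout library 1 (p = 0.0499) or 2 (p = 0.0350), and in the Ago2 IP without knockout library 1 (p = 0.0276). In wild type, enriched against Ago2 IP, the median of 0.02 became -0.36 with library sizes, where the median of all genes was -0.39. It became -0.0514 with miR-181 chimeras, and -0.0175, -0.0287 and -0.0166 without enriched libraries 1, 2 and 3. Leaving out 1 library, medians ranged from -1.16 to -0.11, -0.27 to -0.0785 and -0.0287 to 0.12. With miR-181 chimeras alone no listed gene passed the filter in the Ago2 IP, and no value was obtained.

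Of 739 alternatives for 56 named clusters and miRNAs, 690 kept direction and p side, 32 fell short of the threshold, 2 passed it and 15 changed direction. With reads counted once, Rpl21 became 0.42 and Hspa8 1.49 after enrichment, and Rpl21 -0.0921 and Mir181b-1 -0.62 in wild type, where few positions limit distinct reads, so these do not show the direction. With miR-181 chimeras alone, Cd4 became 0.28 in the Ago2 IP and Mir181a-2 -0.22 in the knockout. Those fits scaled each library to its miR-181 reads, which takes out any change of the miR-181 total. In the Ago2 IP that share was 31.1% in wild type and 1.38% in the knockout. Neither value shows how miR-181 reads at the cluster changed as a part of the library. With other chimeras alone, Mir181a-2 became -6.91 after enrichment and 2.31 for the difference of enrichments, both fitted on 1 knockout enriched read. With library sizes, miR-181c-5p became 0.30, miR-181d-5p 0.20, miR-142a-3p 0.52, miR-16-5p 0.46, miR-20a-5p 0.44, let-7a-5p 0.40 and miR-17-5p 0.51, since the scale shifts by 0.55.

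Replicate numbers were not treated as pairs. Correlations of libraries with the same number lay between -0.09 and 0.17 across clusters, and between -0.20 and 0.25 across miRNAs. With a replicate block, calls were 106, 91, 723, 142, 320 and 16, the last for miRNAs, and the target list median was -0.68 after enrichment (camera, correlation 0.01, p = 0.0437) and -0.0122 in wild type, enriched against Ago2 IP. The block changed no other call among the named items.

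Seed shares, 3' UTR shares and their alternatives, and whole gene bodies as an alternative to genes, were not run. Depth limits the knockout enriched libraries, in which 3 reads are up to 0.0439% of a library.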

Other observations

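In this part, the tests of own precursors outside the miR-181 family, of narrow clusters with identical reads counted once, of other miRNAs at miR-181 sites, of the ratio of miR-181a to b and of the knockout profile were set before their results were seen. The other tests were chosen after the result was seen.

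Most reads at the deleted hairpins carried the name of the hairpin's own miRNA. Ligation in proportion to abundance would give miR-181b-5p 18.1% of reads at Mir181b-1 in the wild-type enriched libraries, but 99.7% had that name. At 17 hairpins outside the family, 81.7% of 941 reads carried the miRNA number of their own hairpin, against 3.44% from library shares, and in 4 of the 17 most did not. Reads of a miRNA's own precursor taken for chimeras are a candidate explanation. Such reads would not be contacts with a target. All reads at the deleted hairpins, whatever their origin, made up 12.6% of wild-type enriched reads. No biological explanation was tested.

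The knockout enriched libraries held 17884 reads with a miR-181a-5p or b-5p name, although both genes were deleted. Carry-over from wild type would bring 2312 reads at the deleted hairpins, and there were 0. Misnamed miR-181c and d reads are argued against by the 2.56% of 156 reads of all 12 libraries at the Mir181c and Mir181d hairpins with an a or b name (exact interval 0.703% to 6.43%). In the knockout enriched libraries these were 0 of 65 reads (at most 5.52%), against 65.0% of all their family reads. Expression from the second locus on chromosome 2 may be the source, since each library held at least 139 reads with an a or b name at its hairpins.

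Chimeras of other miRNAs along the plus strand around the deleted hairpins were more frequent in the knockout. The loss of miR-181 reads would leave their share among other chimeras unchanged, but it was 2.76-fold higher without overlap. A wider flanking region that differs between the strains is argued against only weakly, since just 2 genes within 1000000 nt had enough reads. Their median fold was 1.03 (Nek7 0.839, Ptprc 1.22), close to the 1.01 of all genes, although Ptprc was higher without overlap. A change of the host transcript in the knockout could raise these reads. The structure of the allele was not analysed here, and an effect of the deletion itself on the transcript stays untested.

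The chromosome 1 cluster from 24612993 to 24613071, outside any gene span, had 1 wild-type and 75 knockout reads in the Ago2 IP. The loss of miR-181 reads is argued against, since the lowest knockout share was 285 rpm of other chimeras and the highest wild-type share 33.6. A sequence variant that moves alignments from the mitochondrial genome may explain it. A mitochondrial window (9452 to 9460, plus) changed by -464 rpm in the knockout, while the cluster gained 420. Their sum was 493 ± 163 rpm in wild type and 448 ± 131 in the knockout (SD, n = 3; exact permutation p = 0.7). Of 29 windows above 100 rpm, 1 lost more than 90% of its reads, and the next largest loss was -303 at a fold of 0.845. Read sequences were not analysed here.

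Of the wild-type enriched clusters with at least 50 miR-181 reads, 49 were at most 5 nt wide. All of them (100%) had reads in all 3 libraries, which argues against single molecules amplified in 1 library each. Against 1063 clusters wider than 20 nt, the median log2 ratio of knockout to wild type differed by -1.27 after enrichment (p = 2e-05, the smallest that the permutations can give). With identical reads counted once the difference was 2.25 (the same smallest p), but a cluster of few positions limits its distinct reads, so this test decides nothing about repeated reads. Reads derived from the deleted locus and placed elsewhere could also lower these clusters. In the Ago2 IP the knockout had 0 reads in 93.9% of narrow and 68.7% of wide clusters, which was too few to decide.

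Other miRNAs did not take a larger share at 3248 miR-181 sites of the wild-type enriched libraries. Among chimeras of other miRNAs in the Ago2 IP, 8.24% ± 0.109 fell in these clusters in wild type and 7.06% ± 0.164 in the knockout (SD, n = 3), a difference of -1.18 percentage points without overlap (exact permutation p = 0.1, the smallest possible). This argues against more binding by other miRNAs where miR-181 is lost, as far as a share of reads shows it. The cause of the decrease was not tested.

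The ratio of miR-181a to b differed between clusters, with a median log2 of 2.25 and 80% of clusters between 0.56 and 3.62. Counting noise would leave it unrelated between libraries, but across 140 clusters the wild-type enriched and Ago2 IP ratios correlated (Spearman's rho = 0.581, p = 1e-05, the smallest that 100000 permutations can give). Hairpins and alignment effects shared by both kinds of library were not separated from binding preference.

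Residual miR-181 reads in the knockout enriched libraries were not spread at random over wild-type sites. Across 1128 clusters their numbers, with identical reads counted once, correlated with those of wild type (Spearman's rho = 0.555, p = 1e-05, the smallest possible). A shared transcript abundance could give this correlation, and was not tested.

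With 3 against 3 libraries, chance cannot be excluded by other splits, since 1 of 10 is the smallest share. For knockout against wild type, 1 of 10 splits gave as many calls after enrichment (132, highest other 0), in the Ago2 IP (91, highest other 0) and among miRNAs (10, highest other 1). For enriched against Ago2 IP libraries, 1 of 10 did so in wild type (676, highest other 0) and in the knockout (144, highest other 0).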
